A study of Homo sapiens with 4 samples.

How the data were processed

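HiCAR libraries were made from cardiomyocytes differentiated from WTC11, a human induced pluripotent stem cell line. HiCAR is a chromosome conformation assay in which a transposase marks open chromatin before proximity ligation, so that the contacts recovered have an accessible site at one end. Per the labels' protocols, 300000 cells were fixed per library, and the libraries were then enriched for the surroundings of MYH6 and of other cardiac genes. The labels give 4 samples at day 15, of which 2 are CRISPRi controls and 2 carry CRISPRi repression of an enhancer described as an MYH6/MYH7 enhancer. CRISPRi directs a catalytically dead Cas9 with a repressor to a chosen site without cutting it. The labels do not give the position of the repressed element, a batch or a date, and none was used here.

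The authors deposited 1 table of whole-number contact counts, with a value for each pair of 10 kb bins in each of the 4 libraries. The counts were read as unnormalised, because they are whole numbers and the column totals differ. The aligner, the removal of duplicate read pairs, the contact filters and the genome build are not stated per the labels' protocols or per the file headers. Without molecular identifiers, counts are not independent molecules if duplicates were kept, so the intervals given cover counting error only. The table holds all 136 pairs that 16 consecutive bins can form, including the 16 pairs of a bin with itself (self-contacts). It is therefore a contact matrix of 1 window of 160 kb on chromosome 14, from 23300001 to 23460000, and not a list of called loops. Contacts of the other enriched genes were not analysed here.

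Libraries were grouped by column name. The columns named for the non-targeting arm were taken as control replicates 1 and 2. The columns of the other arm were taken as the repression group, without a replicate number, since sample titles number this arm 2 and 3 while descriptions number it 1 and 2. They are called repression A and repression B, in the order of the columns. Bins are named by their left edge in Mb. Gene names come from the RefSeq table of GRCh38.p14, on the assumption that the bins are GRCh38 positions. MYH6 and MYH7 both lie wholly inside the window in that assembly, but neither the labels nor the table names a build.

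Library totals were 28829 and 18169 counts in control 1 and 2, and 28315 and 31926 in repression A and B. A count of 0 allows a share of up to 3 counts of the total, which is between 0.0094% and 0.0165% of a library here.

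Bin pairs with at least 10 counts summed over the 4 libraries were tested, which left out 1 pair. The test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) on the counts, with TMM factors between 0.965 and 1.03 and group as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 135 pairs, with a threshold of 0.05. Normalised shares are percentages of the TMM-scaled library total. Standard errors of log2 fold changes were taken as the fold change divided by the square root of F. Sets of pairs were tested with camera and fry in limma 3.58.1, with a preset correlation of 0.01 for camera. Shares of counts have Wilson 95% intervals and were compared by a two-sided exact permutation test, which with 2 libraries against 2 cannot give a p-value under 0.333. Correlations across bin pairs have two-sided permutation p-values from 100000 resamples.

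The design, the tests, the first group of other settings and the rule for naming pairs were fixed before the data were examined. The rule named the 5 pairs that rose and the 5 that fell with the smallest p-values, among pairs past the threshold with both repression libraries on one side of both controls. It added the 5 pairs touching MYH6 or MYH7 with the highest mean count. Alternatives were DESeq2 1.42.0 size factors and its Wald test, total counts in place of TMM, 2 other low-count filters, a common dispersion, an adjusted p-value under 0.1, wider gene sets, and leaving out each library. Since every pair lies in 1 window, the planned scaling on other chromosomes and the planned comparison of enriched regions could not be made. Alternatives chosen after seeing the data left out self-contacts, equalised the distance profile or the coverage of bins, or thinned the libraries to 18169 counts. For the distance profile, spans of 120 kb and above formed 1 class.

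The main test was tested on simulated data. In 20 simulated tables of 136 pairs, with 10 pairs changed 2-fold in each, it recovered 87.5% of the 200 changed pairs, and 5.41% of its calls were false. In 20 simulated tables without change it made 1 call in all. With distance, bin coverage or both equalised, 83%, 76% and 71% were recovered, and 33.6%, 47% and 55.8% of calls were false. The changed pairs were drawn only from pairs with higher summed counts, and a common dispersion was simulated for all pairs. Recovery of sparse pairs or of changes smaller than 2-fold was therefore not measured.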

Results

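Chromatin contacts around the cardiac myosin genes MYH6 and MYH7 were compared between cardiomyocytes with CRISPRi repression of an MYH6/MYH7 enhancer and control cardiomyocytes. The comparison asks whether looping in the locus differs after repression. Each group had 2 libraries, collected at day 15. The contact matrix covered 16 bins of 10 kb on chromosome 14, from 23300001 to 23460000. On GRCh38.p14 gene positions, MYH6 occupied the 3 bins at 23.38, 23.39 and 23.40 Mb, and MYH7 the 3 bins at 23.41, 23.42 and 23.43 Mb. The 23.32 Mb bin (23320001 to 23330000) holds PABPN1. The 23.34 Mb bin holds SLC22A17, the 23.35 Mb bin holds parts of SLC22A17 and EFS, and the 23.37 Mb bin holds IL25 and CMTM5. The 23.33, 23.44 and 23.45 Mb bins hold no gene of that table. The 23.38 Mb bin also holds MIR208A, and the 23.41 Mb bin also holds MHRT and MIR208B. Bins of this size span exons and introns together. Gene starts were not located, so naming a bin for MYH6 or MYH7 does not mean that it holds the promoter.

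The repression libraries held 28315 (A) and 31926 (B) contacts. Control 1 held 28829 contacts and control 2 held 18169, so the deepest library had 1.76 times the contacts of the shallowest. The median count per bin pair ranged from 29 in control 2 to 60 in repression B. Across bin pairs, log2(CPM + 1) correlated at r = 0.962 between the repression libraries and at r = 0.876 between the controls. Between groups r ranged from 0.880 to 0.940, so this measure did not separate the groups. Bin pairs are not independent replicates. The chi-square statistic per degree of freedom was 2.20 between the repression libraries and 2.29 between the controls, above sampling noise in both. It ranged from 4.79 to 6.65 for the pairs of libraries from different groups.

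Of the 135 bin pairs tested, 12 differed between repression and control at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 6 higher and 6 lower after repression. An unadjusted p-value under 0.05 was reached by 29 pairs, where chance gives 6.75. All 6 lower pairs were self-contacts, and all 6 higher pairs joined different bins. With library totals in place of TMM factors, 8 pairs were higher and 3 were lower. The alternatives that moved the count most, both chosen after seeing the data, gave 0 pairs. With self-contacts left out, 21 pairs had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.0683. With distance profile and bin coverage both equalised, 16 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.228. The 2 repression libraries lay on one side of both controls in 65 pairs (48.1%), where chance gives 33.3%. All 12 pairs kept their direction in each of the 4 fits that left out one library. In each of the 12, both repression libraries lay on one side of both controls. The kept direction therefore largely follows from that separation and is no separate support.

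**Figure D1:**
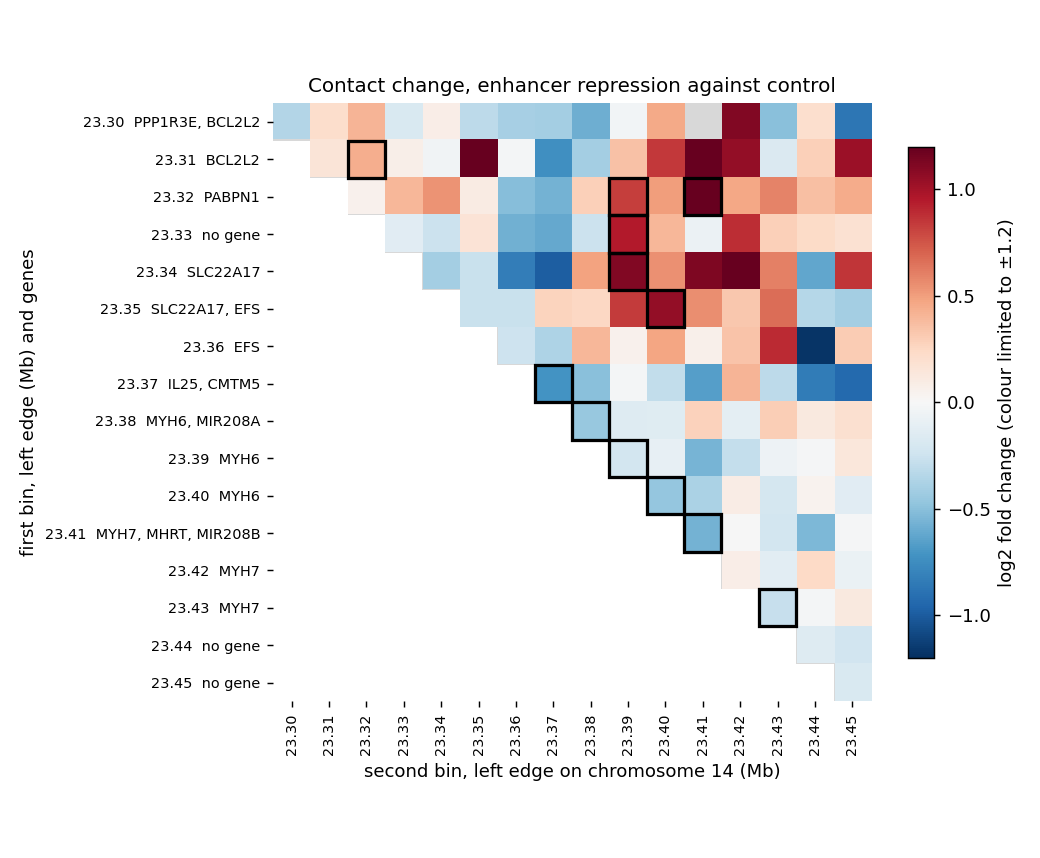
Log2 fold change of each bin pair after enhancer repression against control (colour), with the left edge of each bin in Mb on both axes and the genes of each bin on the vertical axis. Black outlines mark the 12 pairs with an adjusted p-value under 0.05, of which the 6 lower ones lie on the diagonal (self-contacts), and the grey square was not tested.

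Among the pairs that rose, the contact between the 23.31 Mb bin (23310001 to 23320000, BCL2L2) and the neighbouring PABPN1 bin had the smallest p-value. Its normalised share was 3.56% ± 0.153 (SD, n = 2) after repression and 2.64% ± 0.0538 (SD, n = 2) in controls. The log2 fold change was 0.43 (SE 0.082), with an adjusted p-value of 0.0136 by edgeR's quasi-likelihood test. The other 4 named pairs each joined a bin to the left of the myosin genes with a myosin gene bin. The gain of the left bins was not confined to myosin gene bins. The PABPN1 bin took part in 23.5% ± 0.0446 (SD, n = 2) of contacts between different bins after repression. In controls this was 19.2% ± 1.21 (SD, n = 2), and 13 of its 15 partners were higher after repression. The contact of the PABPN1 bin with the 23.39 Mb MYH6 bin (23390001 to 23400000) had a normalised share of 0.710% ± 0.0321 (SD, n = 2) after repression. The share was 0.399% ± 0.0077 (SD, n = 2) in controls. This was a log2 fold change of 0.83 (SE 0.19, edgeR adjusted p = 0.0233). It was 0.35 when libraries were scaled within each distance and 0.12 with bin coverage equalised as well, and passed in neither. After repression this pair had the highest counts at its distance (212 and 226), so scaling within each distance removes part of its own change. The contact of the 23.35 Mb bin (23350001 to 23360000) with the 23.40 Mb MYH6 bin (23400001 to 23410000) had counts of 109 and 153 after repression and 61 and 33 in controls. Its log2 fold change was 1.05 (SE 0.25, edgeR adjusted p = 0.0255). The SLC22A17 bin (23340001 to 23350000) and the 23.39 Mb MYH6 bin had counts of 93 and 92 after repression and 42 and 22 in controls. Their log2 fold change was 1.11 (SE 0.28, edgeR adjusted p = 0.0279).

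The PABPN1 bin and the 23.41 Mb MYH7 bin (23410001 to 23420000) showed the largest fold change of the 12 pairs. Counts were 70 and 67 after repression, 9 in control 1 and 20 in control 2. The log2 fold change was 1.76 (SE 0.45, edgeR adjusted p = 0.0279). It was 0.96 without control 1 and 2.80 without control 2, so its size depended on which control was used. Scaled within each distance it was 1.08 and did not pass, but with bin coverage equalised it was 1.83 and passed (edgeR adjusted p = 0.0359). The 23.35 with 23.40 Mb pair passed under each of these scalings, at 1.06 (edgeR adjusted p = 0.0479) and 0.92 (edgeR adjusted p = 0.0483). The 23.31 with 23.32 Mb pair passed within each distance (0.45, edgeR adjusted p = 0.0152) but not with bin coverage equalised (-0.0078). This pair held most contacts of the 23.31 Mb bin, with 739 counts in control 1 against 137 for that bin's self-contact. Equalising bin coverage thus largely removes its change by construction. The 23.34 and 23.32 Mb contacts with the 23.39 Mb bin passed under neither. These 5 increases were larger than the spread between replicates, but none passed when self-contacts were left out of the fit.

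The 5 named pairs that fell were self-contacts of myosin gene bins. The self-contact of the 23.40 Mb MYH6 bin had a normalised share of 7.97% ± 0.127 (SD, n = 2) after repression. In controls it was 11.01% ± 0.201 (SD, n = 2). Its log2 fold change was -0.47 (SE 0.047), with an adjusted p-value of 6.55e-05 by edgeR's quasi-likelihood test, the smallest of all pairs. Self-contacts of the 23.38 Mb MYH6 bin (23380001 to 23390000) changed by a log2 value of -0.46 (SE 0.10, edgeR adjusted p = 0.0233). Self-contacts of the 23.39 Mb MYH6 bin changed by -0.22 (SE 0.050, edgeR adjusted p = 0.0233). In MYH7, the 23.41 Mb bin changed by -0.57 (SE 0.14, edgeR adjusted p = 0.0262). The 23.43 Mb bin (23430001 to 23440000) changed by -0.28 (SE 0.069, edgeR adjusted p = 0.0279), and by -0.37 without control 1 and -0.18 without control 2. Scaled within each distance, none of these 5 self-contacts passed, with log2 fold changes from -0.33 to 0.014. Self-contacts form a distance class of their own, so this scaling removes a fall that they share by construction. With bin coverage equalised, the 23.40 Mb (-0.27, edgeR adjusted p = 0.000181) and 23.39 Mb (-0.16, edgeR adjusted p = 0.0147) self-contacts passed. The 23.38, 23.41 and 23.43 Mb self-contacts did not. With library totals in place of TMM factors, the 23.39 and 23.43 Mb self-contacts no longer passed, nor did the sixth lower pair, the 23.37 Mb self-contact. The self-contact of the 23.42 Mb MYH7 bin did not differ, with a log2 fold change of 0.076 (SE 0.092, edgeR adjusted p = 0.678). Over all 16 self-contacts, 13 were lower and 3 higher, with a median log2 fold change of -0.26, and with library totals 13 were lower with a median of -0.18. Self-contacts made up 40.7% ± 0.874 (SD, n = 2) of unscaled counts after repression and 45.6% ± 1.45 (SD, n = 2) in controls. This difference exceeded the replicate spread, and the exact permutation p of 0.333 is the smallest the design allows.

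**Figure D2:**
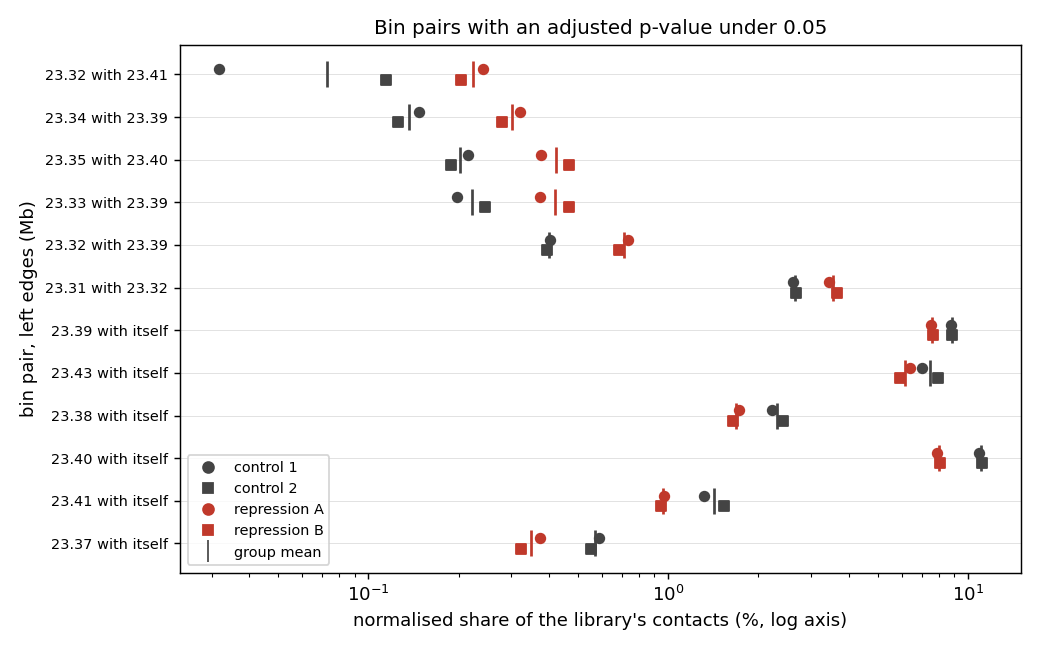
Normalised share of each library's contacts (percent, log axis) for the 12 bin pairs with an adjusted p-value under 0.05, with the bin pairs named by their left edges in Mb. Points are the 2 control and 2 repression libraries and vertical ticks the group means; the largest gap is between the 23.32 and 23.41 Mb bins, whose log2 fold change was 1.76 and where control 1 lies below control 2.

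Of the 5 pairs touching MYH6 or MYH7 with the highest mean count, 3 were the self-contacts of the 23.39, 23.40 and 23.43 Mb bins. The other two were contacts of neighbouring bins and did not differ. The contact within MYH6 between the 23.39 and 23.40 Mb bins had a log2 fold change of -0.10 (SE 0.063, edgeR adjusted p = 0.398), and one of -0.044 without repression A. The contact of the 23.43 Mb MYH7 bin with the 23.44 Mb bin (23440001 to 23450000) had one of -0.022 (SE 0.073, edgeR adjusted p = 0.838), with no stable sign when single libraries were left out, from -0.087 to 0.052.

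The 80 tested pairs with a bin in MYH6 or MYH7 were set against the 55 other pairs. Their median log2 fold change was 0.10, with 45 pairs higher and 35 lower, and that of the other pairs was -0.18. The sets were not distinguishable by limma's camera, with a p-value of 0.137 in the higher direction. The median was 0.015 when repression B was left out and 0.052 when control 1 was left out. Over the alternatives the camera p-value ranged from 0.0450 with a common dispersion to 0.730 with gene bodies extended by 10 kb, where its direction was lower. By limma's fry, which tests the 80 pairs alone, the p-value for a shift in one direction was 0.123. The fry p-value for changes in either direction was 0.00371. It was not computed for the 55 other pairs, so it does not set the myosin gene pairs apart from them. Of the 12 pairs past the threshold, 10 touched MYH6 or MYH7, 5 of them higher and 5 lower. The count adjusted over the list alone, which was fixed beforehand, was also 10, the same pairs.

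The share of counts in pairs touching MYH6 or MYH7 was lower after repression, while the median fold change of these pairs was above 0. It was 72.9% in repression A (95% Wilson interval 72.4 to 73.4) and 74.3% in repression B (73.8 to 74.8). It was 76.6% in control 1 (76.1 to 77.0) and 75.1% in control 2 (74.4 to 75.7). The group means were 73.6% ± 0.990 (SD, n = 2) and 75.8% ± 1.05 (SD, n = 2), a difference of -2.23 percentage points with an exact permutation p of 0.333. Of counts between different bins alone, the difference was -1.74 percentage points. Leaving out control 1 changed the first difference to -1.48 points, and leaving out repression A to -1.53 points.

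By gene, the 36 pairs touching MYH6 and not MYH7 had a median log2 fold change of 0.13, and the 35 touching MYH7 and not MYH6 one of 0.24. The 9 pairs joining a MYH6 bin with a MYH7 bin had a median of -0.11, with 6 lower, and with library totals in place of TMM factors one of -0.043, with 5 lower. By limma's camera these sets had p-values of 0.217, 0.222 and 0.148, each 0.222 after Benjamini-Hochberg adjustment over the 3. Unadjusted fry p-values were 0.0986, 0.106 and 0.0335 in the same order. When repression B was left out the first 2 medians were -0.0042 and 0.028, and when control 2 was left out they were 0.28 and 0.10. When control 1 was left out, the first was 0.036 and the median of the 9 joining pairs was -0.030. Without repression A the median of the 9 pairs was -0.18. Pairs joining the genes held 7.17% ± 0.0305 (SD, n = 2) of counts after repression and 7.72% ± 0.350 (SD, n = 2) in controls, with an exact permutation p of 0.333.

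The log2 fold change rose with the distance between bins. Over the 119 tested pairs of different bins, Pearson's r with log10 distance was 0.264 (permutation p = 0.0036) and Spearman's rho was 0.282 (permutation p = 0.00182). This was the only such relation computed, and the pairs share bins, so they are not independent. The median log2 fold change was -0.26 for self-contacts and -0.15 at 10 kb. For each distance from 60 kb to 140 kb it lay between 0.14 and 0.73, and the 1 pair at 150 kb had a value of -0.87. Against the mean of all libraries, rho with distance was 0.147 and 0.269 in repression A and B, and -0.0979 and -0.189 in control 1 and 2. All 6 pairs that rose past the threshold spanned between 10 kb and 90 kb.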

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

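In place of 12 calls there were 18 with DESeq2 size factors, 11 with total counts, 12 with no low-count filter, 13 with 10 counts in 2 or more libraries, 12 with a common dispersion and 12 with DESeq2's Wald test. The first of these and the last 4 called all 12 of the same pairs, and total counts called 9 of them. DESeq2 gave no adjusted p-value for 37 pairs. With an adjusted p-value under 0.1 there were 20 calls.

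Alternatives chosen after seeing the data, apart from thinning, lowered the count. It was 0 with self-contacts left out of the fit (21 pairs with an unadjusted p under 0.05), and 5 when they stayed in the fit but out of the adjustment. Fewer pairs tested is thus not the whole cause. It was 3 when scaled within each distance, 4 with bin coverage equalised, and 0 with both (16 unadjusted). In 20 draws thinned to equal depth it ranged from 0 to 20, with a median of 12. The number of calls is therefore weakly determined by 2 libraries per group at this depth, while 23 to 33 pairs had an unadjusted p under 0.05 in each draw.

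Log2 fold changes that reversed all lay near 0, and the cause was not tested. The 23.31 with 23.32 Mb pair fell to -0.0078 with bin coverage equalised and -0.0075 with both equalised. It held most contacts of the 23.31 Mb bin, so these scalings largely remove its change by construction. The 23.39 Mb self-contact was 0.014 when scaled within each distance and 0.0033 with both, and the 23.43 Mb self-contact was 0.0092 with both. The 23.39 with 23.40 Mb pair was 0.077 with bin coverage equalised and 0.026 with both. The 23.43 with 23.44 Mb pair was 0.048 with total counts, 0.039 with bin coverage equalised and 0.035 with both, and ranged from -0.087 to 0.052 across the 4 fits that each left out one library.

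Of the 12 named pairs, called pairs kept their direction but no longer passed in 5 cases with self-contacts left out, 7 when scaled within each distance, 5 with bin coverage equalised, 7 with both and 2 with total counts. Of 48 values without one library, 39 moved by less than the replicate spread, 7 moved by more and 2 reversed.

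For pairs touching MYH6 or MYH7, the camera p-value was 0.0450 with a common dispersion and 0.730, in the other direction, with extended gene bodies. With an estimated correlation it was 0.255. The median was 0.17 with total counts, 0.039 with extended gene bodies, and from 0.015 to 0.11 across the fits without one library. These ranges were -0.0042 to 0.28 for MYH6 alone, 0.028 to 0.24 for MYH7 alone and -0.18 to -0.030 for pairs joining both. With self-contacts left out, the joining pairs had a median of -0.14 and an unadjusted p-value of 0.0359 by limma's camera. With total counts these were -0.043 and 0.200. The share of counts and the relation with distance kept their direction in every alternative tried, and so did the small difference in mean correlation within and between groups.

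No paired analysis was possible because the 2 columns of the repression arm carry no settled replicate number. The planned scaling on pairs outside the MYH6 chromosome was not run, as every pair lies in the window, and for the same reason the planned denominator of that chromosome changed nothing.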

Other observations

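The tests below were chosen after the main results were seen, except that the outcomes of the distance and PABPN1 tests of the CMTM5 bin were predicted before they were computed.

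The real split of the 4 libraries gave 12 calls, while the other 2 ways of splitting them gave 0 and 0. Thus 1 of the 3 splits gave as many, which is the smallest number possible, and the design cannot reach a share under 0.05. Unadjusted p-values under 0.05 numbered 29 in the real split and 2 and 3 in the others.

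The change over the matrix was uneven, and technical differences between libraries were weighed. A different share of contacts at each distance, for example from ligation or fragment selection, is a candidate explanation. After scaling each library within each distance, 25 pairs still had an unadjusted p under 0.05. In 100 simulated tables that differed in distance profile alone, the highest number was 14, which argues against distance as the whole cause. Uneven coverage of single bins, from capture or transposition, is another. With bin coverage equalised, 4 pairs still passed the threshold, and 26 had an unadjusted p under 0.05, against at most 2 and 15 in 100 simulated tables that differed in bin coverage alone. The lower depth of control 2 was argued against by the thinned libraries, in which at least 23 pairs had an unadjusted p under 0.05. Distance profile and bin coverage together stay open. With both equalised 0 pairs passed, although 16 had an unadjusted p under 0.05, a number that 1 of 100 simulated tables reached. In those tables the unscaled test made 12 or more calls in 12 of 100. A loss of accessibility after repression would itself change bin coverage, so this scaling may remove a biological change along with a technical one, and these cannot be told apart here.

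The share of self-contacts was lower in both repression libraries than in both controls. Fewer short-range ligation products in the repression libraries, for a technical reason, would lower self-contacts evenly. Of the 16 self-contacts, 3 were higher, among them that of the PABPN1 bin at a log2 value of 0.053. With bin coverage equalised, 15 of the 16 were lower and 1 higher, with a median log2 fold change of -0.24, which is nearer to an even fall. Since most moved one way and each group had 2 libraries, a technical and a biological origin of the mean fall cannot be told apart.

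The bin at 23.37 Mb (23370001 to 23380000), which holds IL25 and CMTM5 and lies beside MYH6, had a lower share of contacts between different bins after repression. It was singled out after its values were seen. It took part in 4.41% ± 0.289 (SD, n = 2) of contacts between different bins after repression and 5.79% ± 0.408 (SD, n = 2) in controls. This is a log2 ratio of -0.39, the lowest of the 16 bins on that scale. Its self-contact was the sixth lower pair past the threshold, with a log2 fold change of -0.72 (edgeR adjusted p = 0.0461), but did not pass with total counts. Of its 15 partners, 13 were lower after repression. A difference in distance profile would not leave this pattern, yet 13 of the 15 were still lower after scaling within each distance. With bin coverage equalised, which removes such a fall by construction, 8 of the 15 were lower. A rise of the PABPN1 bin lowers the shares of bins that do not gain contacts with it. With all pairs of that bin left out, the share of the CMTM5 bin was still 4.58% ± 0.375 (SD, n = 2) against 5.44% ± 0.400 (SD, n = 2), a log2 ratio of -0.25. The 23.41 Mb MYH7 bin then had the lowest ratio, -0.26, so the CMTM5 bin had the lowest ratio only with all pairs included. Lower coverage of this bin from capture stays open, as does, as a hypothesis, lost accessibility at a repressed element inside it. The position of the element was not available for this comparison, so the ratio of -0.39 cannot decide between them. With all pairs included, the log2 ratio of the 23.41 Mb MYH7 bin was -0.28.

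The matrix also showed a change of sign along the 6 bins from 23.30 to 23.35 Mb, which was noticed in the data. Their contacts with the bins at 23.36 and 23.37 Mb were lower in 11 of 12 pairs, with a median log2 fold change of -0.54. Their contacts with the 8 bins from 23.38 to 23.45 Mb were higher in 36 of 47 tested pairs, with a median of 0.45. After scaling within each distance the first median was -0.59, again with 11 of 12 lower, and the second was 0.12, with 28 of 47 higher. With bin coverage and distance both equalised the first was -0.38, with 11 of 12 lower, and the second 0.053, with 27 of 47 higher. The lower contacts thus kept their direction under these scalings, and the higher ones largely did not hold. None of the 12 pairs passed the main test, where the smallest edgeR adjusted p was 0.0600, for the 23.32 with 23.37 Mb pair. Outside the PABPN1 bin, their mean count was at most 23.75 per library. The 11 of 12 therefore rests mostly on sparse pairs. Contacts between these 6 bins and the 8 bins from 23.38 Mb on held 16.2% ± 0.355 (SD, n = 2) of contacts between different bins after repression and 11.9% ± 0.864 (SD, n = 2) in controls. Contacts of the 6 bins with the 23.36 and 23.37 Mb bins held 2.43% ± 0.0678 (SD, n = 2) and 3.62% ± 0.217 (SD, n = 2). Contacts among the 6 bins themselves also rose, with 15.4% ± 0.0458 (SD, n = 2) after repression and 12.3% ± 0.332 (SD, n = 2) in controls.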
